A study of Danio rerio with 17 samples.

How the data were processed

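Zebrafish (Danio rerio) oocytes were embedded, frozen and sliced along the animal-vegetal axis, and RNA was sequenced from the slices of each segment, per the labels. Total RNA was isolated on columns, 5.5 ng of it was depleted of ribosomal RNA with the RiboCop kit, and libraries were made with the SENSE total RNA kit, per the labels' protocols. The labels name the segment, from A at the animal end to E at the vegetal end, and the number of the oocyte from which each library came. All 17 libraries analysed here were assigned to a segment and an oocyte from these labels. The oocytes gave 5, 4, 4 and 4 libraries in the order of their numbers, and the segments gave 4, 3, 4, 3 and 3 from A to E. Segment E of oocyte 2, segment B of oocyte 3 and segment D of oocyte 4 were not analysed here. The aligner, the genome build, the annotation release and any filter on reads are not stated in the labels, so no genomic positions are given.

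The authors deposited a table of raw counts for each library, with whole numbers of reads for each of 32520 Ensembl genes. Each table also held 92 spike-in entries of the ERCC set and 5 summary entries of the counter, with the names that htseq-count writes. Of all entries in the deposited tables of counts, 4.60% to 6.10% were reads outside annotated genes, 0.502% to 0.633% were reads in overlapping genes, and 6.88% to 14.2% were reads with more than 1 alignment. Spike-ins took up to 0.802% of the reads in genes and spike-ins together. Spike-in and summary entries were kept out of library sizes and tests. Reads with more than 1 alignment were not assigned to a gene, so genes with near-identical copies are under-counted and their values are uncertain. The labels do not say whether strand was used in counting, so values of overlapping and antisense genes are uncertain as well.

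The authors also deposited a table of normalized signal for the same genes and libraries, in which each library's counts are divided by 1 factor. How that factor was set is not stated. Multiplying each column by its factor gave whole reads for 100% of the values, and 100% of the values then equalled the deposited counts. All 17 columns carried the name of a library. The table was used for the authors' factors and for 1 alternative test.

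Gene symbols came from a table that pairs gene identifiers with symbols, which gave a symbol for 29201 of the identifiers (89.8%). A table of RefSeq genes of the assembly GRCz12tu was used only for synonyms. Genes were tested where filterByExpr of edgeR, grouped by segment with a minimum count of 10, retained them. The 12549 genes tested held 99.8% of the counts in genes. Library sizes were scaled with the trimmed mean of M values (TMM). The main test was the quasi-likelihood F-test of edgeR with 1 coefficient per segment over all 17 libraries, 2-sided, and p-values were adjusted with the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05. Segment E was compared with segment A, each segment was compared with its neighbour, and 1 joint test asked for any difference among the 5 segments. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. Levels are TMM-scaled CPM, read counts relative to the scaled library size, given as mean ± SD over the libraries of a segment. A gene's share in a segment is that segment's mean CPM divided by the sum of the 5 segment means. It is a share of concentration, because the libraries were made from a set amount of RNA, and not a share of the molecules in the oocyte.

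The tests, the gene sets, the list of genes with published localization, the rule for naming genes and most alternatives were fixed before the data were examined. Named genes were the 5 with the largest rise and the 5 with the largest fall between segments A and E among called genes with a mean of at least 10 CPM and the same direction in each of the 3 oocytes that had both segments. The 3 genes with the smallest p in the joint test among genes highest in B, C or D were also named, with the same minimum. Genes known only by an identifier or a clone name were passed over. All tested genes of the published list were named as well. That list held 19 zebrafish transcripts described as animal, vegetal or germ plasm RNAs in earlier work by in situ hybridization. Of these, 18 had an entry and 17 were tested. No entry was matched to grip2a, and both entries named wnt8a had 0 reads. The entry for cpeb1b was found under its synonym cpeb1. A gene at or under 3 reads in all libraries of a segment was treated as at the floor, and its fold change is given as a lower bound.

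Gene sets were tested with camera of limma on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and with fry. The sets were ribosomal protein genes, nuclear genes of oxidative phosphorylation, follicle cell markers and blood cell markers. A set of genes encoded in the mitochondrial genome had also been listed, but these 13 genes had 2 reads in all libraries together and none passed the filter. The labels do not say whether mitochondrial reads were removed before counting, so this number is no measure of mitochondrial RNA, and CPM leave that RNA out. Adjustment was therefore over 4 sets and not over the 5 in the original list. The first pair of sets was defined by symbol prefixes, which also caught 9 kinases or binding proteins and 10 assembly or inhibitory factors. The sets were kept as listed, and a test without those genes was added after the data were seen.

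Pairing by oocyte was taken from the label that gives the oocyte number, so libraries with the same number came from 1 cell. Deviations of log2 CPM from the segment means, over 2673 genes with a mean of at least 100 CPM, had a median correlation across genes of 0.0715 between libraries of the same oocyte (-0.0912 to 0.309). The median was -0.0363 between libraries that shared neither oocyte nor segment. For oocyte 4 the correlations ranged from 0.202 to 0.309. The fit with the oocyte as a block was an alternative. No pair of libraries held identical values.

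Alternatives were RLE size factors, library sizes without a scaling factor, no filter on low counts, a mean count of at least 20, a minimum log2 fold change of 1, DESeq2, the oocyte as a block, a fit of only the 2 segments compared, and the authors' normalized values with limma on log2(value + 1). Each library and each oocyte was also left out in turn. The authors' factors in the edgeR fit, without and with the block, were added after the data were seen. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

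The tests were run on simulated counts for the 12549 genes, drawn from the means, library sizes and spread of the real libraries, with 200 genes changed by known folds. The edgeR test made 29 calls, of which 2 were false, and recovered 13.5% of the changed genes. Among genes changed 4-fold or more it recovered 22 of 31 in the most highly expressed of 3 equal groups, 4 of 57 in the middle group and 1 of 49 in the lowest. On the same simulated counts DESeq2 made 267 calls, of which 226 were false. In a comparison with nothing changed, edgeR called 0 genes and DESeq2 called 203. A simulated set of 87 genes raised 1.5-fold had a camera p of 0.00116 and a fry p of 5.98e-05, and an unchanged set had 0.614 and 0.331. Simulated genes were drawn independently, so these set values do not cover correlation between the genes of a real set. The libraries carried no molecular identifiers in the deposited tables, so intervals and floors cover counting error only.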

Results

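RNA was sequenced from cryosections of 4 zebrafish oocytes to determine how transcripts are distributed along the animal-vegetal axis, the first axis of the future embryo. Each oocyte had been divided into segments, named A at the animal end to E at the vegetal end. The 17 libraries analysed here comprised 4 of segment A, 3 of B, 4 of C, 3 of D and 3 of E. Reads counted in genes ranged from 4054233 in segment D of oocyte 1 to 23672322 in segment B of oocyte 2. The 5 libraries of oocyte 1 held 4054233 to 9319365 reads, and the other 12 libraries held 13833357 to 23672322. Between 8535 and 11280 genes had at least 1 read, with the lowest number in segment C of oocyte 3. At these depths, 3 reads corresponded to between 0.127 and 0.740 CPM, read counts scaled to a common library size. Spike-in RNA made up 0.185% to 0.802% of the reads in oocytes 2, 3 and 4, but at most 0.00239% in oocyte 1. Oocyte 1 therefore formed a technical batch of its own, and comparisons are also given without it.

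Among the 2673 genes with a mean of at least 100 CPM, the first principal component held 26.8% of the variance. This component ordered the analysed segments along the axis in every oocyte, with oocyte 2 ending at segment D. The second held 10.8% and set segment C of oocyte 3 apart, with a score of -39.9 against scores from -3.28 to 9.46 in the other libraries. The third held 10.03% and separated oocyte 4, whose scores lay between -11.4 and -20.1. The correlation of log2 CPM across these genes had a median of 0.761 between libraries of the same segment and 0.680 between libraries that shared neither segment nor oocyte. Across all 12549 tested genes the medians were 0.700 for the same segment, 0.711 for the same oocyte and 0.693 for neither. Genes are not independent replicates, so these values describe the libraries and were not tested.

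**Figure D1:**
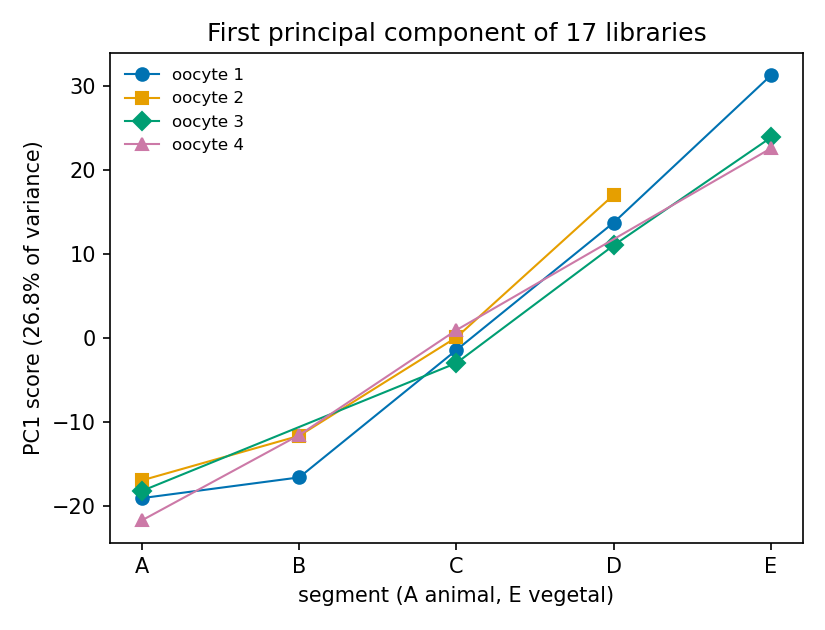
Score of each library on the first principal component (26.8% of the variance, 2673 genes) by segment, with 1 line per oocyte. Scores rise at each step towards the vegetal end in all 4 oocytes. The line of oocyte 2 ends at segment D, and the lines of oocytes 3 and 4 pass over a segment that was not analysed here.

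The ends of the axis were compared to find transcripts with different abundance at the animal and vegetal poles. Between segment E (n = 3) and segment A (n = 4), 240 of 12549 genes were called by edgeR at a Benjamini-Hochberg adjusted p under 0.05, 129 higher and 111 lower in E. At an unadjusted p under 0.05 there were 1010 genes. Of all alternatives DESeq2 moved this count most, to 675 genes. On counts simulated from these libraries, 226 of 267 DESeq2 calls were false. Without oocyte 1, 152 genes were called, and oocyte 1 alone has 1 library per segment and allows no test. The 240 calls lay almost entirely among well expressed genes. When the tested genes were divided by mean expression into 3 groups of 4183, the lowest group had 0 calls, the middle group had 8 and the highest, above 53.4 CPM, had 232. The median biological coefficient of variation was 2.86, 1.23 and 0.455 in these groups. For genes under 10.8 CPM a difference between the ends was therefore rarely detectable at this depth and spread. On simulated counts, edgeR recovered 1 of 49 genes changed 4-fold or more in the lowest group.

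The balance of higher and lower calls depended on the scaling. With TMM, 53.8% of the calls were higher in E, and the median log2 fold change of all tested genes was near 0. With RLE factors 54.0% were higher in E, and with library sizes alone 51.0%. With the authors' own factors, which shift the median of all genes by 0.22 on the log2 scale, 67.0% were higher in E (156 of 233 calls). Of the 240 genes, 206 were also called under those factors.

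**Figure D2:**
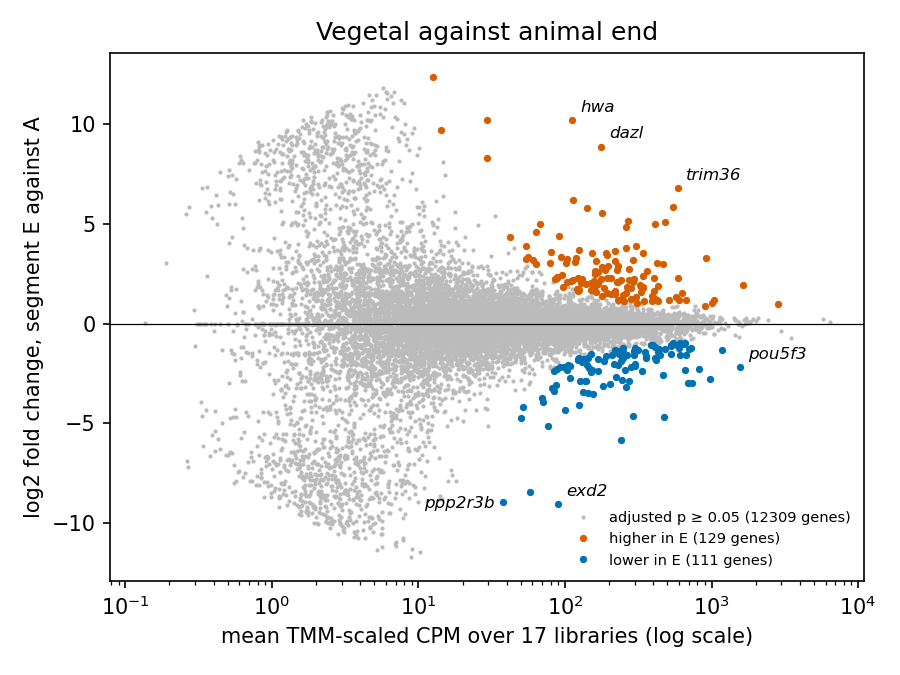
Log2 fold change of segment E over segment A for each of the 12549 tested genes, against mean CPM on a log axis, with the 240 called genes in colour (129 higher and 111 lower in E). Called genes lie mostly to the right, and 232 of them are in the most highly expressed of 3 equal groups.

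Among called genes that met the rule for naming, those with the largest rise towards the vegetal end were pawr, hwa, dazl, ldlrad4 and trim36. Transcripts of pawr (ENSDARG00000045486) were at or under 3 reads in all 4 libraries of segment A and reached 84.0 ± 41.1 CPM (SD, n = 3) in E, at least 419-fold higher, with an edgeR adjusted p of 0.000159. Mean levels of hwa (ENSDARG00000094542) were 0.509 ± 0.483 CPM in A and 557 ± 130 CPM in E, a log2 fold change of 10.18 ± 0.89 (SE) and an edgeR adjusted p of 6.15e-13. Segment E held 89.4% of the summed segment means of hwa. For dazl (ENSDARG00000036214) the means were 1.84 ± 1.05 CPM in A and 842 ± 331 CPM in E, a log2 fold change of 8.87 ± 0.92 with an edgeR adjusted p of 2.06e-10. Levels of trim36 (ENSDARG00000062794) increased at every step, from 22.3 ± 18.4 CPM in A through 54.5, 161 and 593 CPM to 2449 ± 1469 CPM in E, with a log2 fold change of 6.77 ± 0.47 and an edgeR adjusted p of 1.58e-16. The rise of ldlrad4 (ENSDARG00000070555), 8.28 ± 1.78 on the log2 scale, had an edgeR adjusted p of 0.00218, and its call depended on segment E of oocyte 4. That library held 252 CPM against 34.6 and 44.4 CPM in the others. Without it the log2 fold change of ldlrad4 was 6.81 and the edgeR adjusted p 0.232, the range over all alternatives without the block reaching 0.457.

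Under the same rule, the genes with the largest fall were exd2, ppp2r3b, ccdc102a, bahcc1 and lin37. Transcripts of exd2 (ENSDARG00000016117) decreased from 215 ± 54.2 CPM (n = 4) in A to 0.367 ± 0.270 CPM in E, with a log2 fold change of -9.06 ± 1.11 and an edgeR adjusted p of 1.93e-08. Levels of ppp2r3b (ENSDARG00000076004) went from 86.1 ± 33.4 CPM to 0.164 ± 0.0240 CPM, with a log2 fold change of -8.95 ± 1.92 and an edgeR adjusted p of 0.00209. Its level in E rested on 1, 4 and 3 reads in oocytes 1, 3 and 4. This lies near the floor, so the SD in E and the size of the fall are uncertain. The gene also had 0 reads in segment D of oocyte 1 and in segment C of oocyte 3. For ccdc102a (ENSDARG00000003872) the means were 581 ± 46.5 CPM in A and 9.86 ± 12.7 CPM in E, a log2 fold change of -5.86 ± 0.62 with an edgeR adjusted p of 4.10e-10. Levels of bahcc1 (ENSDARG00000080009) changed by -5.12 ± 0.81 on the log2 scale, with an edgeR adjusted p of 9.01e-06. The fall of lin37 (ENSDARG00000053950), -4.75 ± 1.26, had an edgeR adjusted p of 0.0248 and was not called without segment A of oocyte 3 (0.0787), without segment E of oocyte 4 (0.0699) or without oocyte 4 (0.112, the highest of its values without the block). The rule for naming required the same direction in all 3 oocytes with both ends, so the shared direction of these 10 genes is no separate result.

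Neighbouring segments were compared to locate where along the axis levels changed. Between B and A, edgeR called 1 gene, ca15b, which was higher in B, and 602 genes had an unadjusted p under 0.05. In this test no gene was called lower in B (0 calls, with 224 genes at an unadjusted p under 0.05). The lower calls were 279 with DESeq2 and 2 with limma on the authors' values. There was 1 with the block and the authors' factors, 1 without segment B of oocyte 4 and 1 without oocyte 4. Between C and B the main test made 6 calls, with bach2a, ino80db, slbp2 and hwa higher in C and rrbp1b and abca3 lower. Between D and C there were 13 calls, 4 higher in D (snrpb, sh2d5, sybu and trim36) and 9 lower. Between E and D there were 22 calls, 19 higher in E and 3 lower (exd2, bahcc1 and ENSDARG00000109360). This balance depended on the scaling, and with the authors' factors 11 were higher and 21 lower in segment E against segment D. With the block and those factors the numbers were 17 higher and 51 lower, and with limma on the authors' values 6 higher and 41 lower. Between segment D and segment C, the authors' factors gave 6 higher and 3 lower. Those of these genes that are not introduced elsewhere were chosen for mention after their values were seen. With the oocyte as a block, the counts were 4, 24, 33 and 36 in the order of the steps from A to E. DESeq2 moved them most, to 443, 423, 454 and 421. Without oocyte 1 the counts were 0, 2, 3 and 10, where 336 genes had an unadjusted p under 0.05 between B and A. Single libraries decided these counts as well. Without segment A of oocyte 1, B and A gave 0 calls (468 genes at an unadjusted p under 0.05). C and B gave 15 without segment B of oocyte 4, D and C gave 3 without segment D of oocyte 1, and E and D gave 34 without segment E of oocyte 3.

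The joint test of the 5 segments called 209 genes, and 888 had an unadjusted p under 0.05. The authors' factors together with the block moved this count most, to 702. Without oocyte 1 it was 151. Of the genes called, 187 were also called between E and A, and 22 were not. Segment A had the highest mean for 82 of the 209 genes (39.2%), B for 19, C for 0, D for 6 and E for 102 (48.8%). Among all tested genes the highest mean was spread more evenly, with 2491 in A, 2495 in B, 2177 in C, 2457 in D and 2929 in E. With the oocyte as a block, 41 of the called genes were highest in B, C or D instead of 25. With the authors' factors, 334 of 462 called genes were highest in B, C or D and 14 were highest in A. The places of highest mean therefore depended on the scaling between segments. At least 50% of the summed segment means lay in E for 43 genes, in A for 3 (slc29a2, ccdc102a and exd2) and in D for 1 (clk2). Under the authors' factors these numbers were 36 in E and 0 in A. The number in A was 7 without segment B of oocyte 4. The genes slc29a2 and clk2 were named after their values were seen. Mean levels of clk2 were 0.0146, 18.6, 0, 36.9 and 0.735 CPM from A to E. With 0 CPM in C between the levels of B and D, this uneven profile is no clear peak in D.

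Of 24 eligible genes with their highest mean in an inner segment, rrbp1b, tnfaip8l1 and brca2 had the smallest p-values, and all were highest in B. Levels of rrbp1b (ENSDARG00000041703) were 555 ± 181 CPM in A, 832 ± 88.4 in B, 311 ± 111 in C, 269 ± 27.4 in D and 205 ± 81.2 in E, with an edgeR adjusted p of 9.40e-06 for any difference. The means of A and B for tnfaip8l1 (ENSDARG00000086457), 274 ± 52.8 and 290 ± 71.0 CPM, differed by less than their SD, and the level in E was 25.0 ± 6.41 CPM (edgeR adjusted p of 1.11e-05). The means of A and B also differed by less than their SD for brca2 (ENSDARG00000079015), with 437 ± 108 CPM in A, 484 ± 114 in B and 172 ± 54.3 in E (edgeR adjusted p of 2.12e-05). The difference between B and A was not called for any of these 3 genes.

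Transcripts with a published localization were examined because they show whether the labelled orientation holds. Of 17 tested genes on the list, 11 were called between E and A, and 12 when adjusted over the list alone. The joint test called 11 on either basis. All 6 vegetal RNAs tested were higher in E and called, among them sybu (ENSDARG00000060112) with a log2 fold change of 5.10 ± 0.42 and an edgeR adjusted p of 7.94e-14. The values were 4.83 ± 0.46 for vrtn (ENSDARG00000061963; edgeR adjusted p of 1.42e-11) and 3.19 ± 0.42 for celf1 (ENSDARG00000005315; edgeR adjusted p of 1.52e-07). Of the 4 animal RNAs, 3 were lower in E and called. Levels of pou5f3 (ENSDARG00000044774) fell from 2756 ± 123 CPM in A to 604 ± 65.5 CPM in E, with a log2 fold change of -2.19 ± 0.23 and an edgeR adjusted p of 3.51e-10. The log2 fold change of cpeb1b (ENSDARG00000008454) was -2.34 ± 0.29 with an edgeR adjusted p of 2.77e-08. That of ccnb1 (ENSDARG00000051923) was -1.004 ± 0.253 with an edgeR adjusted p of 0.0148. It was not called with the authors' factors (0.131), without segment E of oocyte 1 (0.0656) or of oocyte 4 (0.219), or without oocyte 1 (0.108), 3 (0.0932) or 4 (0.228), the last being its highest value without the block. The animal RNA gdf3 (ENSDARG00000037995) did not differ, with a log2 fold change of 0.26 ± 0.25 and an edgeR adjusted p of 1.

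**Figure D3:**
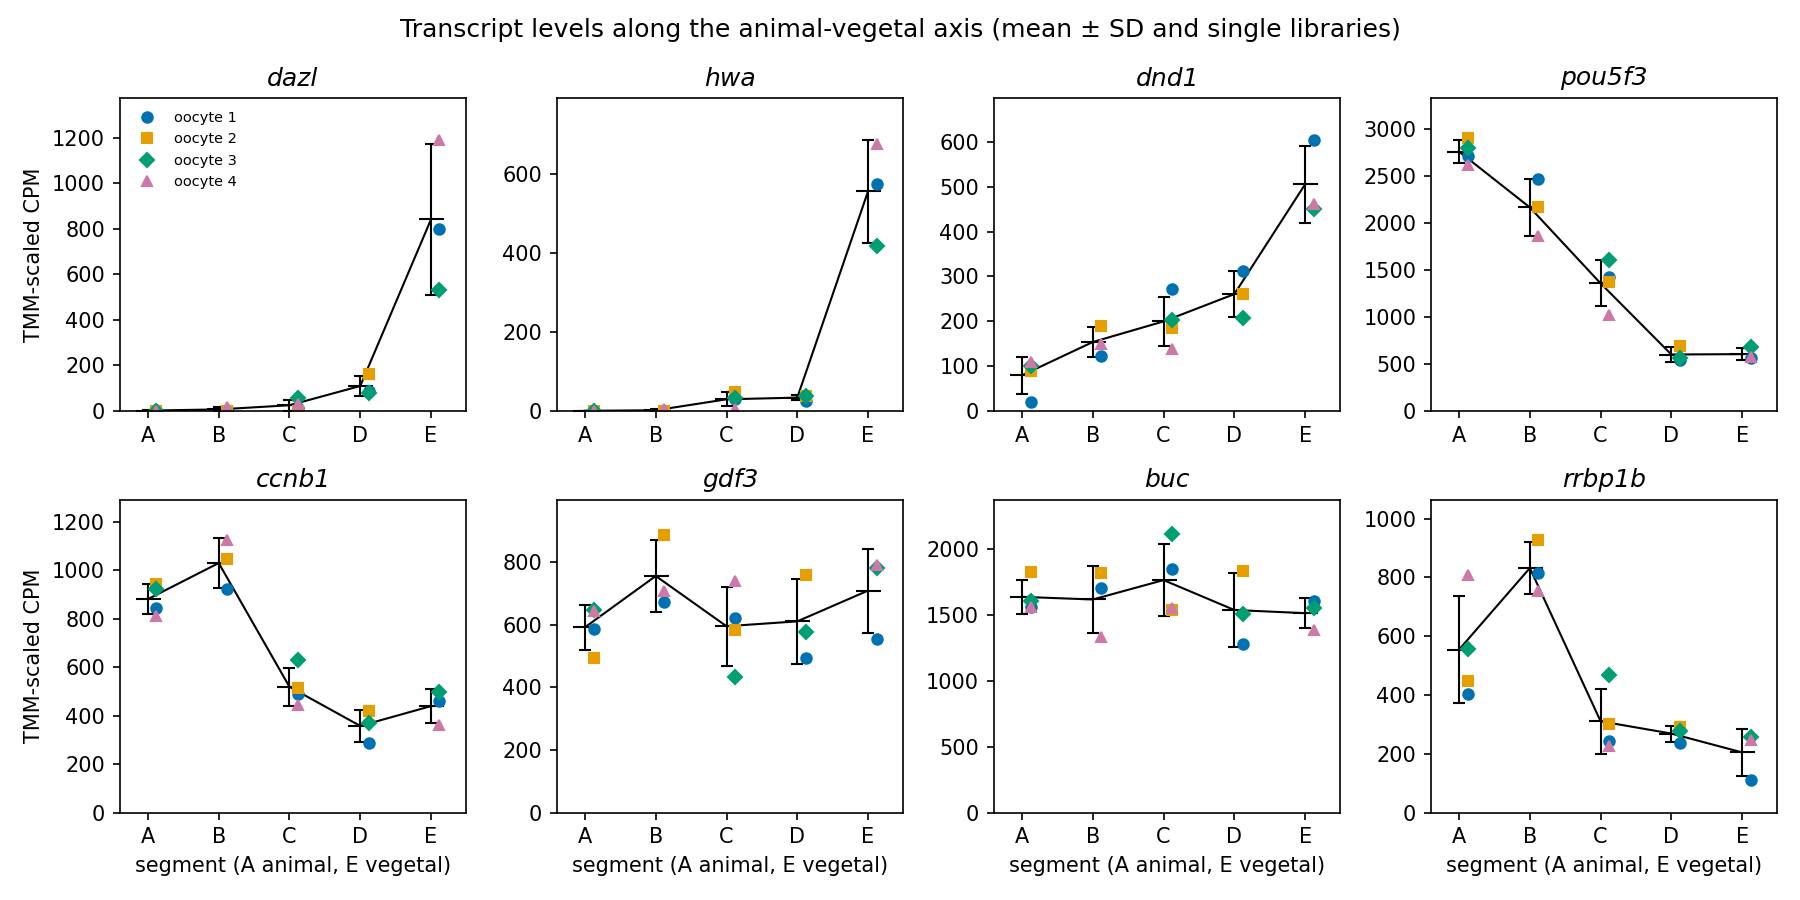
CPM of dazl, hwa, dnd1, pou5f3, ccnb1, gdf3, buc and rrbp1b by segment, with coloured points for single libraries (1 symbol per oocyte) and black lines for the mean ± SD of each segment. Levels of dazl, hwa and dnd1 are highest in E, pou5f3 falls from 2756 CPM in A to 604 CPM in E, the means of gdf3 lie between 592 and 755 CPM and those of buc between 1513 and 1764 CPM, and rrbp1b is highest in B.

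The germ plasm RNAs on the list did not share 1 profile. The edgeR test called dnd1 (ENSDARG00000022813), higher in E by 2.67 ± 0.38 on the log2 scale with an adjusted p of 1.12e-06, and ca15b (ENSDARG00000040510), higher by 3.54 ± 0.44 with an adjusted p of 2.66e-08. The rise of tdrd7a (ENSDARG00000032808), 0.87 ± 0.33, had an edgeR adjusted p of 0.324 over all genes and 0.0150 adjusted over the list alone. The abundant transcript of buc (ENSDARG00000096095) was level, with 1637 ± 127 CPM in A, 1513 ± 114 CPM in E and an edgeR adjusted p of 1. Its log2 fold change of -0.11 ± 0.21 changed sign to 0.11 with the authors' factors. No call was made for nanos3 (ENSDARG00000068255; 2.19 ± 1.61, edgeR adjusted p of 0.851), ddx4 (ENSDARG00000014373; 0.78 ± 0.74, edgeR adjusted p of 0.986) or tdrd6 (ENSDARG00000070052; -0.69 ± 0.39, edgeR adjusted p of 0.668).

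Gene sets fixed in advance were compared between E and A. Of 87 tested genes with ribosomal protein symbols, 66 were higher in E, with a median log2 fold change of 0.41, and 67, 65 and 72 were higher under RLE factors, library sizes alone and the authors' factors. The camera test gave a p of 0.0465 and a Benjamini-Hochberg adjusted p of 0.186 over the 4 sets, and 0.0465 was the smallest p of any set. Without oocyte 4 the adjusted p was 0.992. Without oocyte 3 it was 0.0278, without segment A of oocyte 1 it was 0.0447, and without segment E of oocyte 3 it was 0.0346. With fry it was 0.659, and with an estimated correlation 0.817. Leaving out 9 kinase and binding protein genes that shared the symbol prefix gave 0.116. Nuclear genes of oxidative phosphorylation (45 of 82 higher in E, camera adjusted p of 0.733) did not differ. Of the follicle cell markers, 7 of 29 passed the filter, the highest being cyp11a1 at 128 CPM, and of the blood cell markers 1 of 15 did, coro1a at 3.68 CPM. The camera adjusted p was 0.733 for both marker sets. The blood cell set held only coro1a, with a log2 fold change of 9.53, and its direction reversed without segment E of oocyte 4. With 1 gene, this test decides nothing about blood cell RNA.

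**Figure D4:**
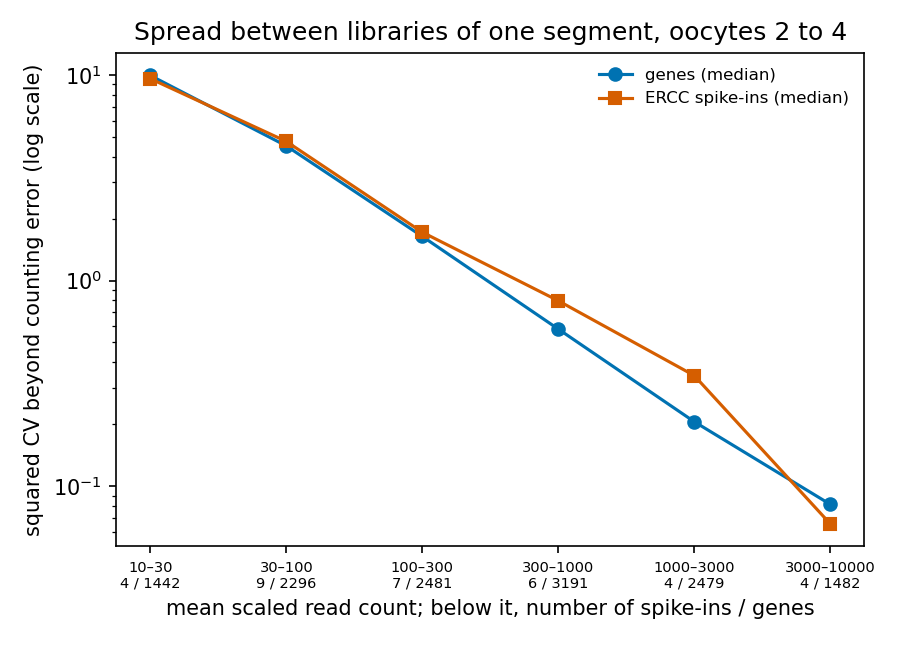
Median squared coefficient of variation beyond counting error, between libraries of the same segment in oocytes 2, 3 and 4, for spike-ins and for genes in ranges of the mean read count, with a log vertical axis. Both fall with the mean, from 9.59 for spike-ins and 9.95 for genes at 10 to 30 reads to 0.0657 and 0.0816 at 3000 to 10000 reads.

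Libraries of the same segment differed widely for weakly read genes. In the 12 libraries of oocytes 2, 3 and 4, the median squared coefficient of variation beyond counting error was 1.64 for 2481 genes with a mean of 100 to 300 reads, and 1.72 for 7 spike-ins in that range. At 1000 to 3000 reads the values were 0.206 for genes and 0.345 for spike-ins. Of 7811 genes with at least 500 reads in some library of segment C, 1388 (17.8%) had at most 3 reads in another library of that segment. In segment D, which has 3 libraries, this share was lowest, at 8.94%. It was 14.7% in A, 12.2% in B and 9.49% in E. Segments A and C have 4 libraries each, and so more chances of a library with few reads. These shares therefore do not compare the segments.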

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

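Every test in this part was chosen only after the results were seen. Segments A and C have 4 libraries each, and 68 groups of 4 values were searched for a library far from the other 3. Only 3 were found where about 3.4 would be found by chance, so no pattern is drawn from them. In segment A, the library of oocyte 4 had 9956 genes with a read against 10579 to 10637 in the others, although its depth was within theirs. The CPM of vrtn in segment A was 81.2 in oocyte 2 and 19.3 to 24.9 in the other oocytes. The CPM of tdrd6 in segment C was 406 in oocyte 4 and 158 to 195 in the other oocytes. No biological explanation was tested for these values.

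Spike-in reads are outside the comparisons between segments. They made up 0.802% of the reads in the highest library, segment A of oocyte 3, with a 95% Wilson interval from 0.798% to 0.806%. The lowest of oocytes 2, 3 and 4 was 0.185%, in segment A of oocyte 4 (0.183% to 0.187%). In oocyte 1 the highest was 0.00239%, in segment E (0.00205% to 0.00277%). Together with its lower depth this sets oocyte 1 apart as a batch, although the labels give no date or run. The 152 genes called between segments E and A without oocyte 1 owe their calls to no library of this batch. Of these genes, 147 (96.7%) had the same sign between segments E and A of oocyte 1, against 50.9% of genes that were not called. The fit without oocyte 1 had 2 oocytes with both ends, so oocyte 1 served as a separate sample for these signs. Calls made only with oocyte 1 in the fit were not examined, so a part for the batch in those stays open.

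Whether the few spike-in reads of oocyte 1 were carried over from other libraries cannot be told apart from a trace of the same mix added on purpose or present in the reagents. The 409 reads fell on 22 of the 39 spike-ins read in the other oocytes. Their numbers followed those of the other oocytes with a Spearman rho of 0.884 across spike-ins, which are not independent samples. The 5 most read spike-ins held 81.9% of them in oocyte 1 and 86.8% elsewhere. Either source would give the same order, and this keeps the question open.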

How the results depend on the processing

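The direction of each named gene between segments E and A was the same in each alternative in which single genes were compared, with 1 exception. Single genes were not compared for the block with the authors' factors or for the minimum log2 fold change. For buc, whose difference was near 0, the sign changed to 0.11 on the log2 scale under the authors' factors in edgeR and to 0.11 with limma on the authors' normalized values. The 240 calls between E and A numbered 231 to 288 under RLE factors, library sizes alone, both other filters, a fit of only the 2 segments and the replicate block. Under the block, 237 of them were called again. The joint test gave 208 to 290 calls under the same alternatives except the fit of 2 segments, which cannot give it. The number of called genes on the published list was 10 or 11 in each alternative in which it was counted. Leaving out the mitochondrially encoded genes, which had 2 reads, moved nothing. Requiring a log2 fold change of at least 1 left the calls between E and A within that range and changed no count between neighbours. The set of mitochondrially encoded genes had no value, because none of its genes passed the filter.

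DESeq2 called 675 genes between E and A (343 higher and 332 lower), including 238 of the 240. It called 443 between B and A, 423 between C and B, 454 between D and C and 421 between E and D. Under DESeq2, 51 genes were highest in B, C or D and 6 had at least 50% of their summed means in A. On simulated counts most of its calls were false, and other splits of the libraries of B and A gave as many.

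Pairing by oocyte changed counts between neighbours. With the oocyte as a replicate block, the calls were 4 between B and A, 24 between C and B, 33 between D and C and 36 between E and D, and 41 genes were highest in B, C or D. The blocked fit changed no call of a named gene between E and A and no call of a gene set. In the joint test it called lin37 (adjusted p of 0.00276), which was not called without it (0.142). With the block and the authors' factors together, an alternative added after the data were seen, 196 genes were higher in E than in A. That fit called 127 genes between B and A, 20 between C and B, 32 between D and C, 68 between E and D and 702 in the joint test. Of the latter, 18 were highest in A and 549 in B, C or D, and 0 had at least 50% in A.

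Without a filter on low counts the calls were 6 between B and A, 19 between C and B, 29 between D and C and 39 between E and D; the cause was not tested. In fits of only the 2 segments compared, which hold fewer libraries and genes, there were 0 calls for B and A, C and B, and D and C (281, 292 and 373 genes at an unadjusted p under 0.05). For E and D that fit made 37 calls.

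The authors' factors in edgeR, added after the data were seen, gave 10 calls between B and A and 462 in the joint test, of which 14 were highest in A and 334 in B, C or D, and 0 had at least 50% in A. These factors hold a constant for each segment, which shifts all genes together. Limma on the authors' values, which carry the same constants, called 49 genes between B and A, 0 between C and B (623 at an unadjusted p under 0.05), 6 between D and C, 47 between E and D and 552 in the joint test. Between E and D, the authors' factors reversed the balance to 11 higher and 21 lower, limma on the authors' values to 6 and 41, and the block with those factors to 17 and 51. The numbers of higher and lower calls between neighbours moved in 8 of 8 cases with DESeq2 and with limma, in 7 with no filter, with fits of only the 2 segments and with the block and the authors' factors together, in 6 with the block and in 4 with the authors' factors. They moved in 48 and stayed in 38 cases where libraries were left out, and moved in 0 of 8 under each of the remaining alternatives. A number was taken as moved here where it changed by more than 1.5-fold. Smaller changes also occurred. The 19 genes higher in E than in D became 22 with RLE factors and 18 with library sizes alone. With a mean count of at least 20 there were 24.

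Each library and each oocyte was left out in turn. The calls between E and A ranged from 152 (without oocyte 1) to 232, and the lower ones from 58 (without oocyte 1) to 107. The lower ones were 73 without segment E of oocyte 1. The calls between B and A ranged from 0 to 5, with 0 without segment A of oocytes 1, 2 or 3 (468, 487 and 465 genes at an unadjusted p under 0.05) or without oocyte 1 (336 genes). Those between C and B ranged from 2 (without oocyte 1) to 15 (without segment B of oocyte 4), and were 3 without segment B of oocyte 1. Those between D and C ranged from 3 (without segment D of oocyte 1) to 31 (without oocyte 4), and were 4 without segment C of oocyte 3. Those between E and D ranged from 10 (without oocyte 1) to 34 (without segment E of oocyte 3). Genes highest in B, C or D numbered 19 to 43, the latter without oocyte 2, and genes with at least 50% in A numbered 2 to 7. Leaving out libraries leaves fewer samples in the fit; why some counts rose was not tested.

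The camera adjusted p for ribosomal protein genes ranged from 0.0278 (without oocyte 3) to 0.992 (without oocyte 4), and it was also under 0.05 without segment A of oocyte 1 or segment E of oocyte 3. The ranges were 0.379 to 0.998 for oxidative phosphorylation, 0.319 to 0.992 for follicle cell markers and 0.379 to 0.992 for blood cell markers, and the direction of these 3 sets changed in some fits. Leaving out kinases, binding proteins and assembly factors gave 0.116 and 0.733 for the first pair of sets.

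In fits that left out libraries, 343 results of named genes were unchanged and 17 lost their call, all among ldlrad4, lin37, rrbp1b, brca2 and ccnb1. With limma ldlrad4 and lin37 lost it (adjusted p of 0.107 and 0.0616), and with the authors' factors ccnb1 did (0.131). Over all alternatives without the block, the highest adjusted p between E and A was 0.457 for ldlrad4, 0.415 for brca2 and 0.228 for ccnb1. It was 0.112 for lin37 and 0.0779 for rrbp1b. Depth and spread limit these results to well expressed genes. The simulation recovered 71.0% of genes changed 4-fold or more in the most highly expressed of 3 equal groups, and 7.02% in the middle one.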

Other observations

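Every test in this part was chosen only after the results were seen, and not every value computed is printed. Counts of calls were set against other splits of the same libraries. Of the 35 splits of the 7 libraries of segments A and E, 1, the real one, gave as many as 240 calls, and the others gave at most 77. Pairs from the same oocyte were parted by the real split in 3 cases, and the others of the 8 splits that did so gave at most 68. Among these 8, the share cannot fall under 1 in 8. For the joint test, 1 of 100 splits gave as many as 209 calls, again the real one, and the others gave at most 82 with a median of 0. These splits moved segment labels freely between oocytes, so they did not keep the pairing. Between segments C and B, 1 of 35 splits gave as many as 6 calls (others at most 4), and between D and C, 1 of 35 gave as many as 13 (others at most 7). For these steps too, only 8 splits parted as many pairs as the real one, with the same limit of 1 in 8. Between E and D only 10 splits exist, so the share of 1 in 10 cannot fall under 0.1, although the others gave at most 2 calls against 22. Between B and A, 11 of 35 splits gave at least as many calls as the real one, which gave 1. That count is not more than other groupings give.

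Oocytes were compared with one another, since a difference between cells or animals is a pattern that the design does not set out to test. Each oocyte was set against the others in an edgeR fit with the segments. At a Benjamini-Hochberg adjusted p under 0.05 this called 0 genes for oocyte 1 (487 at an unadjusted p under 0.05), 3 for oocyte 2, 0 for oocyte 3 (488 at an unadjusted p under 0.05) and 64 for oocyte 4, of which 16 were higher and 48 lower. The comparison had first been made as contrasts in the fit with the oocyte as a block, which gave 8, 30, 9 and 81 calls. It was replaced after those counts were seen, because other sets of libraries had to be tested with the same model. The counts for oocytes 1, 2 and 3 thus depend on the model, and in both models oocyte 4 has the most. For oocyte 2, 5 of 100 sets of libraries with 1 from each of the same segments gave as many calls, the real one included. This share lies at the limit of 0.05, so the count is not clearly above what such sets give. For oocyte 4 it was 1 of 100, and the other sets gave at most 6 calls. For oocytes 1 and 3, with 0 calls each, all 100 sets gave as many, so this comparison decides nothing for them. The other sets gave at most 38 calls for oocyte 1 and at most 16 for oocyte 3.

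Named after their values were seen, odf3l2a had 5 reads in the 4 libraries of oocyte 4 (0 to 0.154 CPM) and 22.9 to 228 CPM elsewhere. The histone gene h3c13a had 732 ± 143 CPM in oocyte 4 and 1987 ± 352 CPM in the other 13 libraries. Levels were 206 ± 51.6 CPM against 4.04 ± 7.35 CPM for cacna1ha and 569 ± 28.0 CPM against 156 ± 73.5 CPM for tuba4l. Histone and tubulin genes share reads with close copies, so those values are uncertain. The spike-in and depth batch divides oocyte 1 from the rest and makes no prediction for oocyte 4. The comparison of oocyte 1, with 0 calls in the fit with the segments (487 at an unadjusted p under 0.05) and 8 in the blocked fit, therefore decides nothing about the cause. Oocyte 4 had technical differences of its own. Its share of reads with more than 1 alignment was the lowest in each of its segments, at a median of 0.930 of the lowest of the other libraries. Its spike-in share lay under those of oocytes 2 and 3 in each segment they shared, for example 0.187% against 0.511% in E. A difference in the preparation or reads of oocyte 4 cannot be told apart from a difference between the cells, because both divide the same libraries. A different mother, a different stage or genome variants that keep reads of a gene from aligning may set oocyte 4 apart; these were not tested, because the labels give none of them.

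The spread between libraries of the same segment was wide, and a candidate explanation is that few molecules of each transcript were captured and then amplified. Spike-ins, which no oocyte makes, spread about as widely as genes of the same mean count. At 100 to 300 reads the ratio of the squared coefficient of variation beyond counting error, genes over spike-ins, was 0.954, from 7 spike-ins. Over 7 ranges of the mean the ratio lay between 0.596 and 1.24. Multiplied by the mean it had a median of 415 for spike-ins and 335 for genes. Differences between oocytes in gene expression as the whole cause are argued against by the spread of the spike-ins themselves, 1.72 at 100 to 300 reads, where that explanation allows only counting error. A part for differences between oocytes stays open.

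The calls of DESeq2 may follow from the same spread. Between segments B and A it called 443 genes, and the median over 11 other splits of the libraries was 426, from 413 to 532. In 92.6% of the real calls, 1 of the segments had at most 3 reads in each library. Genes read by chance in the libraries of a single group would be called in any grouping, and the other splits had calls of this number.

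The authors' normalized values differ in scale between segments, which bears on where along the axis a transcript appears most abundant. Median ratios over all libraries are argued against as the source of the authors' factors. The factors exceed those ratios by 1.40 in segment A and 1.21 in E, but are 0.959, 0.994 and 0.878 of them in B, C and D, with an SD of at most 0.0422 in a segment. Median ratios taken within each segment, multiplied by 1 constant for that segment, match the factors with a largest deviation of 0.000367%. The constants were 1.56, 1.14, 1.06, 0.714 and 1.22 from A to E. Scaling to the spike-ins is argued against, since spike-in reads divided by the authors' factor differed up to 2.81-fold between segments of an oocyte. Separate normalization of each segment may thus be the source of the step, and where the constants come from stays open. If they do not reflect RNA content, the values of that table cannot be compared between segments without a further scaling.

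More genes had at least 50% of their summed segment means in segment E than in segment A, 43 against 3 among the genes called in the joint test. A first test with the authors' factors gave 36 and 0, but these factors lower segment A further, so it decides nothing about a scaling that favours E and was replaced. Scaling between segments stays open as a cause. Over the 2673 genes with a mean of at least 100 CPM, lowering E against A by 0.81 on the log2 scale would level the numbers at 17 each. The scalings used here differ by 0.24 in the median of all genes, but the RNA content of the segments was not measured, so a shift of 0.81 is not excluded. Selection by the test is argued against by the untested set of 2673 genes with a mean of at least 100 CPM, in which 28 genes had such a share in E and 2 in A. Without segment E of oocyte 4 these were 25 and 2, and with the authors' factors 23 and 0. Transcripts may be held more tightly at the vegetal end, or the cut that made segment E may have been narrower than that of segment A relative to the gradients. The width of the slices was not given, so this geometry was not tested.

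A last test asked whether segment D of oocyte 2 had been cut nearer the vegetal pole. Compared with segment D of oocytes 1 and 3, the 129 genes higher in E had a median log2 difference of 0.23, but the 111 genes lower in E also lay above, at 0.10, where a shifted cut predicts a fall. Uncalled genes had a median of 0.06. With 1 library against 2, this decides nothing.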
